A study of Homo sapiens with 6 samples.

How the data were processed

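RNA from HEK293 cells with a stable shRNA against BAHD1 or a control shRNA was hybridised to 6 Affymetrix gene arrays, 3 per group. Per the labels, cells were grown with hygromycin, RNA was extracted with an RNeasy kit and treated with DNase I, and labelling used the GeneChip whole transcript kits. The authors processed the arrays with RMA (version not stated), and the deposited value table holds log2 signals with 2 decimals for 33297 probesets. The authors' deposited comparison table holds the same log2 values for 28869 of these probesets, with a largest difference of 0 between the 2 tables. It adds the median difference (control minus BAHD1 shRNA, log2), a Benjamini-Hochberg and a Bonferroni p-value of a local-pooled-error test, and the absolute z score of that test, which the authors deposited without stating a version; the z score and the Bonferroni value were not used.

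The 28869 probesets with annotation were tested, and the other 4428 were kept apart. Of those tested, 20089 carried 1 gene, 1932 several genes and 6848 none, and 2999 were marked as cross-hybridizing. The single-gene probesets covered 19193 genes, of which 18694 were matched to the reference by gene ID, and 645 genes had more than 1 probeset. Chromosomes and coordinates are those of the deposited table, which names no genome build. No sample column was left out.

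Groups followed the labels. Differences are BAHD1 shRNA minus control shRNA, from limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3, with Benjamini-Hochberg adjustment over all tested probesets and a threshold of 0.05. The prior degrees of freedom were 3.25. No filter on dim probesets was applied, and genes are called expressed at a mean log2 signal of at least 6 over all arrays. On data simulated with 28869 probesets and 3 arrays per group, this test recovered 55% of 100 changes of 0.5 log2 and 91% of 100 changes of 1 log2, with 9 false calls. Only 200 probesets were changed there, with noise independent between probesets, while 21.2% passed in the real comparison. The adjusted threshold depends on that share, so these percentages do not give the sensitivity of the real comparison. Arrays give no read depth, so their number limits the precision. The labels do not pair the arrays, and replicate numbers were not used as a block in the reported values.

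Before the data were examined, the comparison, the tests, the gene lists and the rule for naming genes were fixed. The rule names BAHD1, then the 12 genes with the largest increase and the 12 with the largest decrease among single-gene probesets that passed and whose groups did not overlap, passing over LOC and open reading frame symbols and small RNA and olfactory receptor genes. It also names up to 4 members of each list with the smallest p. The 30 lists were hypoxia and glycolysis, small nucleolar RNAs, KRAB zinc finger genes, heat shock response, ribosomal proteins, small RNA machinery, DNA replication and S phase, replication-dependent histones, protocadherins, HOX genes, fatty acid synthesis, integrated and unfolded protein stress, imprinted genes, DNA methylation machinery, extracellular matrix, G2 and mitosis, cholesterol biosynthesis and uptake, steroid hormone metabolism, BAHD1-associated repressors, mitochondrial respiratory chain, p53 targets, interferon genes, genes escaping X inactivation, Polycomb group, interferon-stimulated genes, and markers of kidney and adrenal, neuronal, epithelial, fibroblast and mesenchymal, and blood and endothelial cells. A gene was represented by its probeset with the highest mean. Lists and the 23 chromosomes (1 to 22 and X) were tested with camera at a preset correlation of 0.01, and with an estimated correlation and fry beside it, with adjustment over the lists or over the chromosomes.

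Neighbouring genes were pairs next to each other along a chromosome that both passed. Directions were permuted 10000 times over the called genes of all chromosomes together. Alternatives planned beforehand were median centring, another quantile normalization, a filter on dim probesets, eBayes with trend and robust, a replicate block, leaving out each array, the values of the comparison table, the authors' test, a minimum change of 1 log2, the mean of all probesets of a gene, an estimated correlation, and leaving out neighbours with similar symbols. A restriction to expressed probesets, and subtraction of the shift of the 20 nearest expressed genes, were added after the data were seen. The subtraction was first run over all probesets and then restricted to expressed ones, because dim probesets may lie near the floor and need not carry a shift of their neighbours. Tables and figures used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.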

Results

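Gene expression was measured on Affymetrix gene arrays in HEK293 cells, a human cell line of embryonic kidney origin, that carried a replicating episome expressing either an shRNA against BAHD1 or a control shRNA. Each group held 3 arrays, from RNA that the labels call biological replicates, and each value is the RMA signal of 1 probeset on the log2 scale. The signals ran from 1.64 to 13.87, and the array medians lay between 5.33 and 5.39. The number of arrays limits the precision: the median residual SD was 0.0976 on the log2 scale. All 6 arrays resembled each other closely, with Pearson correlations over all tested probesets of 0.9966 to 0.9973 within groups and 0.990 to 0.992 between them. The first principal component carried 61.9% of the variance and separated the groups, and the second carried 12.1%.

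The single comparison asks which genes differ in level when BAHD1, a protein of repressive chromatin, is knocked down. BAHD1 itself was 2.07-fold lower in the cells with its shRNA. Its probeset on chromosome 15 (38520703 to 38547724, the coordinates of the deposited table, which names no genome build) averaged 6.20 ± 0.07 (SD, n = 3) in control cells and 5.15 ± 0.24 (SD, n = 3) in BAHD1 shRNA cells. The arrays read 6.16, 6.15 and 6.28 with control shRNA and 4.98, 5.04 and 5.43 with BAHD1 shRNA. The difference was -1.05 ± 0.12 (SE) on the log2 scale, and it passed limma's test at an adjusted p of 0.0012. The BAHD1 shRNA mean lay under every array median (5.33 to 5.39) and above every lower quartile (3.73 to 3.78). The mean over all arrays was under the level called expressed. The files give no background level, so the fold holds for the RMA values. BAHD1 lies on a chromosome whose expressed genes were raised by a median of 0.31 log2, and no value relative to its neighbours was obtained.

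CDR1, whose locus gives rise to a circular RNA that the probeset was not shown to detect, and HAS2, which makes hyaluronan, had the largest positive log2 fold changes among the genes that met the naming rule. CDR1 was 12.1-fold higher (3.37 ± 0.11 in control cells against 6.96 ± 0.16, SD, n = 3 each; log2 fold change 3.59 ± 0.10 SE), and HAS2 was 5.43-fold higher (3.94 ± 0.38 against 6.38 ± 0.15; 2.44 ± 0.18 SE). TAF7L, a germ cell relative of a TFIID subunit, and ANKRD1, a cardiac and mechanical stress response gene, had the largest negative ones. TAF7L was 9.67-fold lower (8.01 ± 0.07 against 4.74 ± 0.08; -3.27 ± 0.07 SE), and ANKRD1 was 7.60-fold lower (9.0 ± 0.10 against 6.08 ± 0.12; -2.93 ± 0.08 SE). The 4 adjusted p-values, from limma, were 2.09e-05, 0.000291, 6.38e-06 and 2.13e-05. The control signal of CDR1 lay under the lower quartile of every array (3.73 to 3.78) and that of HAS2 not far above it. The files give no background level, so these folds hold for the RMA values and depend on signals not shown to exceed background.

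The other genes with the largest increases were NRN1, a neuritin involved in neurite growth (2.40 log2), the histone gene H2BC14 (2.24; HIST1H2BM in the deposited table), PXDN, a peroxidasin of the extracellular matrix (2.15), and PWWP3B (2.1; MUM1L1 in the deposited table). They were followed by the phosphatase gene PPEF1 (2.04), the lectin gene CLEC3A (2.0), CRABP2, which binds retinoic acid in the cytoplasm (1.90), TC2N (1.88), RGS7BP (1.88) and the glycoprotein hormone gene STC1 (1.85). Among the largest decreases were SP140L (-2.09), a relative of a nuclear body protein, BEX1 (-2.05), the receptor phosphatase gene PTPRZ1 (-1.84), the zinc finger gene ZNF503 (-1.74) and MYCBP2 (-1.64), a ubiquitin ligase. FAAH2 (-1.63), which hydrolyses fatty acid amides, B3GALNT1 (-1.62), the interferon-induced IFI44L (-1.48), PIBF1 (-1.37) and the small heat shock protein gene HSPB8 (-1.34) completed the set. The lower of their group means lay under the highest lower quartile of the arrays (3.78) for PPEF1 (3.45), SP140L (3.28), FAAH2 (3.70) and PTPRZ1 (3.74), so their differences too depend on signals not shown to exceed background. SP140L had the highest adjusted p of all these genes, 0.00118, and in each of them the 3 values of 1 group lay above the 3 of the other. The naming rule itself required that the groups did not overlap. MYCBP2 and PIBF1 lie in a stretch of chromosome 13 whose neighbouring genes were themselves lowered by medians of -0.98 and -0.88, and relative to these neighbours the 2 genes changed by -0.66 and -0.49. FAAH2 lies in a part of X whose expressed genes were lowered by a median of -0.39.

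**Figure D1:**
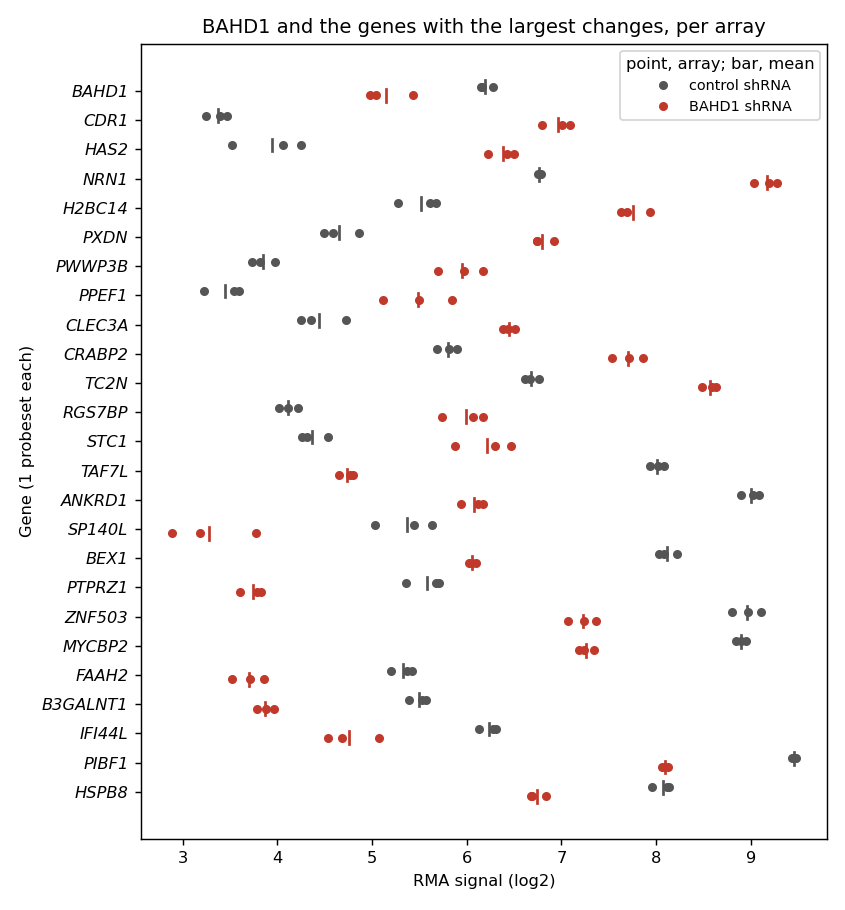
RMA signal (log2, horizontal axis) of BAHD1 and of the genes with the largest changes in each direction (vertical axis); points are arrays, 3 per group, and bars are group means. In every gene shown the 3 arrays of 1 group lie above the 3 of the other, from BAHD1 (6.20 against 5.15) to CDR1 (3.37 against 6.96). The naming rule required this of all genes but BAHD1.

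Over all 28869 probesets, 3132 were higher and 2992 lower with BAHD1 shRNA at an adjusted p under 0.05 (limma), 21.2% of those tested. They covered 2525 genes higher and 2406 lower. Most changes were small: the median absolute change of the called probesets was 0.40 log2, and 67.0% changed by under 0.5. At least 1 log2 separated the groups for 105 probesets higher and 121 lower. The groups did not overlap for 10460 probesets (36.2%), where chance gives 10%. The labels describe 1 cell line per shRNA, so the difference between the lines contains the knockdown and anything else in which the lines differ.

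The lists of hypoxia and glycolysis, ribosomal protein and DNA replication genes were higher than other genes with the preset correlation and not with an estimated one. Of 30 measured hypoxia and glycolysis genes, 18 were higher and 0 lower (limma; 21 higher and 0 lower adjusted over the list alone; 12 did not pass). At an unadjusted p under 0.05, 21 were higher and 0 lower. The list's median was 0.29 log2 (camera adjusted p = 2.4e-07; adjusted p = 0.712 with an estimated correlation). ALDOC, a glycolytic aldolase, rose by 1.51 log2, the glucose transporter gene SLC2A3 by 1.26 and EGLN3, an oxygen-sensing prolyl hydroxylase, by 0.83, and BNIP3, a mitophagy receptor, was 2.38-fold higher. Of 33 ribosomal protein genes, 9 were higher and 0 lower by limma (14 and 0 adjusted over the list alone, 15 and 0 at an unadjusted p under 0.05), with a median of 0.13 (adjusted p = 0.00187; adjusted p = 0.796 with an estimated correlation). Examples were RPLP0 (0.46) and RPL10A (0.42), the latter of which no longer passed once the shift of its neighbours was subtracted (0.12, adjusted p = 0.145). Of 32 genes of DNA replication and S phase, 10 were higher and 3 lower (15 and 4 adjusted over the list alone), with a median of 0.14 (adjusted p = 0.0156; adjusted p = 0.796 with an estimated correlation). CDT1 (0.58), a licensing factor, TK1 (0.50) and MCM3 (0.43), a subunit of the replicative helicase, rose, and POLA1, the catalytic subunit of the primase-polymerase, fell by 0.76. POLA1 is X-linked, its neighbours were lowered by a median of -0.47, and relative to them it changed by -0.29. Relative to their neighbours EGLN3 was higher by 0.51 and MCM3 by 0.25. Without control replicate 1 the replication list no longer passed (adjusted p = 0.0548).

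Small nucleolar RNAs, KRAB zinc finger genes, heat shock genes and genes of the small RNA machinery were lower than other genes as lists with the preset correlation. Of 134 small nucleolar RNAs, which guide RNA modification, 48 were lower and 8 higher (57 and 10 adjusted over the list alone), with a median of -0.35 (adjusted p = 3.04e-06; adjusted p = 0.796 with an estimated correlation). SNORD58A fell by 1.12 and SNORD103A by 1.07, while SNORA68 rose by 0.77 and SNORA22 by 0.61. Of 40 KRAB zinc finger genes, whose products recruit the corepressor TRIM28, 16 were lower and 2 higher (18 and 2 adjusted over the list alone), with a median of -0.14 (adjusted p = 0.000124; adjusted p = 0.712 with an estimated correlation). ZNF10 (-0.95) and ZNF91 (-0.82) fell, and ZNF382 was 2.38-fold lower. With the shift of neighbouring genes subtracted in expressed probesets, the KRAB list no longer passed (median -0.08, adjusted p = 0.0899), while with the same subtraction over all probesets it passed (median -0.08, adjusted p = 0.0358). Of 17 heat shock genes, 10 were lower and 2 higher, also when adjusted over the list alone, with a median of -0.26 (adjusted p = 0.00052; adjusted p = 0.554 with an estimated correlation). The cochaperone genes DNAJB4 (-0.91), CHORDC1 (-0.74) and BAG3 (-0.60) and the chaperone gene HSPH1 (-0.83) fell. Of 12 genes of the small RNA machinery, 6 were lower and 1 higher (8 and 1 adjusted over the list alone), with a median of -0.25 (adjusted p = 0.0156; adjusted p = 0.796 with an estimated correlation). DGCR8, a cofactor of microRNA processing, fell by 0.70, TNRC6A by 0.57 and AGO3 by 0.46, and the list no longer passed when dim probesets were left out (adjusted p = 0.0599). Relative to their neighbours SNORD58A changed by -0.68, ZNF382 by -0.82 and AGO3 by -0.30.

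**Figure D2:**
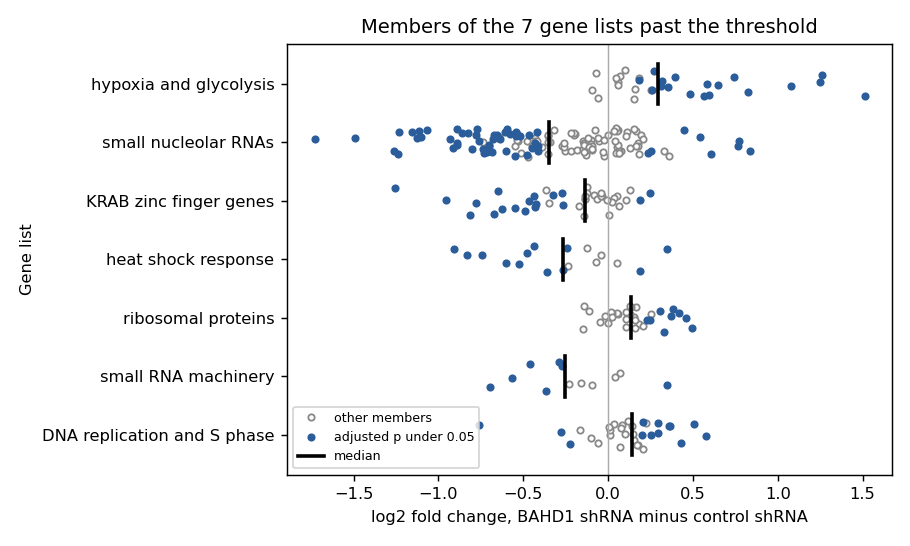
Log2 fold change, BAHD1 shRNA minus control shRNA (horizontal axis), of each measured member of the 7 gene lists past the threshold (vertical axis); filled points passed limma's test, open points did not, and black bars are list medians. The medians run from -0.35 for small nucleolar RNAs to 0.29 for hypoxia and glycolysis.

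With the preset correlation 7 of the 30 lists passed, and with an estimated correlation none did. Camera with an estimated correlation gave 0 lists at an adjusted p under 0.05 and 1 list, heat shock response, at an unadjusted p under 0.05 (0.0185). Camera compares a list with the other genes. The fry test, which asks only whether a list's genes move on balance in 1 direction and compares them with no other genes, passed 15 of the 30 lists, 6 of them among the 7. It gave adjusted p-values of 0.000627 for heat shock, 0.00918 for hypoxia and glycolysis, 0.0143 for KRAB zinc finger genes and 0.0776 for small nucleolar RNAs, and among lists that camera did not pass 0.00918 for protocadherins, 0.00995 for fatty acid synthesis, 0.0143 for histones, 0.0198 for HOX genes, 0.0198 for imprinted genes, 0.0209 for extracellular matrix, 0.0275 for DNA methylation machinery, 0.0275 for fibroblast and mesenchymal markers and 0.0311 for cholesterol synthesis and uptake.

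The following lists of chromatin and imprinted genes did not pass camera. Of 20 repressors associated with BAHD1, 5 were higher and 8 lower, the same counts adjusted over the list alone (camera adjusted p = 0.796). The histone methyltransferase gene EHMT2 (0.63), CDYL (0.52) and MTA1 (0.66) of the NuRD complex rose, and ATF7IP fell by 0.48. The neighbours of CDYL were raised by a median of 0.43, and relative to them it no longer passed (0.087, limma adjusted p = 0.166 in expressed probesets). EHMT2 and MTA1 lie on the raised chromosomes 6 and 14, and relative to their neighbours they were higher by 0.27 and 0.25. Of 28 Polycomb group genes, 7 were higher and 4 lower (8 and 4 adjusted over the list alone; adjusted p = 0.796), with RING1 at 0.89. For RING1 no value relative to its neighbours was obtained. Of 16 genes of the DNA methylation machinery, 0 were higher and 2 lower by limma, also adjusted over the list alone, and 1 and 4 at an unadjusted p under 0.05 (camera adjusted p = 0.5). The 2 lower ones were MBD2 (-0.79), which binds methylated DNA, and HELLS (-0.40), a remodelling ATPase. MBD2 lies on the lowered chromosome 18, and relative to its neighbours it was lower by a log2 fold change of -0.30. Of 12 measured replication-dependent histone genes, 7 were higher and 3 lower, also adjusted over the list alone (adjusted p = 0.0868), with H1-3 at 0.69, H2BC9 at 0.66 and H2BC21 at -0.44 beside H2BC14. The neighbours of H1-3, H2BC9 and H2BC14 on chromosome 6 were raised by medians of 0.34, 0.33 and 0.30, and relative to them H1-3 was higher by 0.35 and H2BC9 by 0.32. Of 26 imprinted genes, 3 were higher and 0 lower by limma, also adjusted over the list alone, and 6 and 2 at an unadjusted p under 0.05 (camera adjusted p = 0.5). UBE3A (0.44), GRB10 (0.47) and ZDBF2 (0.39) rose. UBE3A lies on the raised chromosome 15, and relative to its neighbours it was higher by 0.21 (adjusted p = 0.0156 in expressed probesets and 0.0565, not past the threshold, over all probesets). ZDBF2 (adjusted p = 0.0244) did not pass without control replicate 1 (0.0607) or 3 (0.08) or BAHD1 shRNA replicate 1 (0.0653), 2 (0.0739) or 3 (0.06). IGF2 was at 0.42 with an adjusted p of 0.0787 and passed without control replicate 1 (0.0366) and by eBayes with trend and robust (0.0436).

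Of the lists of developmental, matrix and lineage genes none passed camera. Of 36 HOX genes, 11 were higher and 4 lower (13 and 4 adjusted over the list alone; adjusted p = 0.257): HOXB9 (0.79) and HOXB6 (0.70) rose, and HOXA9 (-0.77) and HOXA11 (-0.73) fell. Of 23 protocadherins, 0 were higher and 6 lower by limma, also adjusted over the list alone, and 0 and 8 at an unadjusted p under 0.05 (camera adjusted p = 0.0868), among them PCDHB2 (-1.04) and PCDH10 (-0.62). Of 35 extracellular matrix genes, 12 were higher and 4 lower (12 and 6 adjusted over the list alone; adjusted p = 0.567). The protease inhibitor gene TIMP2 (1.18), the fibrillin gene FBN1 (1.22) and the collagen gene COL5A2 (1.02) rose, and the matricellular gene CCN1 fell by 1.14. Of 25 neuronal markers, 3 were higher and 4 lower, also adjusted over the list alone (adjusted p = 0.785), with STMN2 at 1.37 and GAP43 at -1.12. Of 17 epithelial markers, 2 were higher and 1 lower, also adjusted over the list alone (adjusted p = 0.796), with the keratin gene KRT8 at 1.76. Of 17 fibroblast and mesenchymal markers, 2 were higher and 1 lower, also adjusted over the list alone (adjusted p = 0.879), with SNAI2, a transcription factor of mesenchymal cells, at 1.29 and ACTA2 at 0.87. Of 24 kidney and adrenal markers, 1 was higher and 0 lower by limma, also adjusted over the list alone, and 2 and 3 at an unadjusted p under 0.05 (camera adjusted p = 0.785). Of 18 blood and endothelial markers, 0 were higher and 0 lower by limma, also adjusted over the list alone and at an unadjusted p under 0.05 (camera adjusted p = 0.927).

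In metabolism, FADS2, a fatty acid desaturase, rose by 1.68 log2, within a list of 11 fatty acid synthesis genes of which 3 were higher and 1 lower (4 and 2 adjusted over the list alone; adjusted p = 0.5). Of 25 genes of cholesterol synthesis and uptake, 4 were higher and 4 lower (7 and 4 adjusted over the list alone; adjusted p = 0.567), with STARD4 (0.46) and INSIG1 (0.41) up and the sterol isomerase gene EBP at -0.51. Of 32 genes of steroid hormone metabolism, 6 were higher and 2 lower, also adjusted over the list alone (adjusted p = 0.755), with STS, a steroid sulphatase, at 0.64 and HSD17B10 at -0.67. Of 31 respiratory chain genes, 5 were higher and 4 lower (7 and 4 adjusted over the list alone; adjusted p = 0.796), with UQCRC1 at 0.42 and NDUFV2 at -0.81. The X-linked EBP and HSD17B10 and NDUFV2 on chromosome 18 had neighbours lowered by medians of -0.34, -0.36 and -0.49, and EBP no longer passed relative to them (-0.17). HSD17B10 and NDUFV2 changed by -0.30 and -0.32 relative to theirs.

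The lists of protein stress, p53, mitosis and interferon genes did not pass camera. Of 26 genes of integrated and unfolded protein stress, 3 were higher and 6 lower, also adjusted over the list alone (adjusted p = 0.5), with DDIT4, an inhibitor of mTOR signalling, at 1.64 and the endoplasmic reticulum chaperone gene HSPA5 at -0.75. Of 22 p53 targets, 5 were higher and 5 lower (7 and 5 adjusted over the list alone; adjusted p = 0.796), with CCNG1 at 0.65 and the death receptor gene FAS at -0.61. Of 32 genes of G2 and mitosis, 7 were higher and 5 lower (8 and 7 adjusted over the list alone; adjusted p = 0.567), with CCNB2 at 0.65 and the kinetochore gene NDC80 at -0.58. NDC80 lies on chromosome 18 and its neighbours were lowered by a median of -0.57, relative to which it no longer passed (-0.0061). CCNB2 was higher by 0.34 relative to its neighbours. Of 41 interferon-stimulated genes, 5 were higher and 7 lower (5 and 8 adjusted over the list alone; adjusted p = 0.879). The antiviral gene IFITM1 (1.02) and the peptide transporter gene TAP1 (0.73) rose, and SP100 fell by 1.26 beside IFI44L. The neighbours of TAP1 on chromosome 6 were raised by a median of 0.51, and relative to them it was higher by 0.22 (adjusted p = 0.016 in expressed probesets and 0.0554, not past the threshold, over all probesets). Of 9 interferon genes, 0 were higher and 0 lower by limma, also adjusted over the list alone and at an unadjusted p under 0.05 (camera adjusted p = 0.796). The signs of median, mean and test differed for epithelial markers (median -0.01, mean 0.11, test up), fibroblast markers (0.01, 0.05, camera down and fry up) and respiratory chain genes (0.05, -0.01, test up). They also differed for Polycomb genes, whose median was just below 0 while the mean (0.06) and the test were up.

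Chromosomes 18 and 14 shifted along their length. Of 149 expressed genes on chromosome 18, 95.3% had a negative change, with a median of -0.58 log2, and of the chromosome's 275 genes 139 were lower and 3 higher. Chromosome 14 moved the other way: 93.3% of its 328 expressed genes had a positive change, with a median of 0.40, and 282 of 620 genes were higher and 7 lower. Chromosome 15 (median 0.31 over 326 expressed genes; 239 genes higher, 7 lower) and chromosome 6 (0.24 over 488; 290 higher, 43 lower) were raised, and chromosome 9 (-0.17 over 419; 44 higher, 182 lower) was lowered. Over all genes of a chromosome, dim ones included, the medians were smaller: -0.28 for 18, 0.21 for 14, 0.18 for 15, 0.11 for 6 and -0.06 for 9. Over all expressed genes the median change was 0.00.

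By camera over all genes, 11 of 23 chromosomes passed, 5 upward and 6 downward, and 8 held with an estimated correlation. Chromosome 18 had an adjusted p of 6.11e-19, chromosome 14 of 2.03e-16, chromosome 15 of 1.21e-12, chromosome 6 of 1.61e-07 and chromosome 9 of 5.2e-05. Adjusted p-values with an estimated correlation were 0.017 for chromosomes 18, 14, 15 and 6 and 0.0337 for chromosome 9. Chromosomes 13 (adjusted p = 0.00131, down), 1 (0.00945, down) and 17 (0.0347, up) did not hold, with an adjusted p of 0.169, 0.0677 and 0.113 with an estimated correlation. Chromosomes 22 (0.0377, up), X (0.0389, down) and 16 (0.0389, down) held with an estimated correlation (0.0386, 0.0399 and 0.0453) but each depended on single arrays. X did not pass without control replicate 1 (0.0599), control replicate 3 (0.0613) or BAHD1 shRNA replicate 2 (0.0582). Chromosome 16 did not pass without control replicate 1 (0.0685) or BAHD1 shRNA replicate 2 (0.0678), chromosome 22 without control replicate 3 (0.0545) or BAHD1 shRNA replicate 1 (0.0538), and chromosome 17 without control replicate 3 (0.0545).

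**Figure D3:**
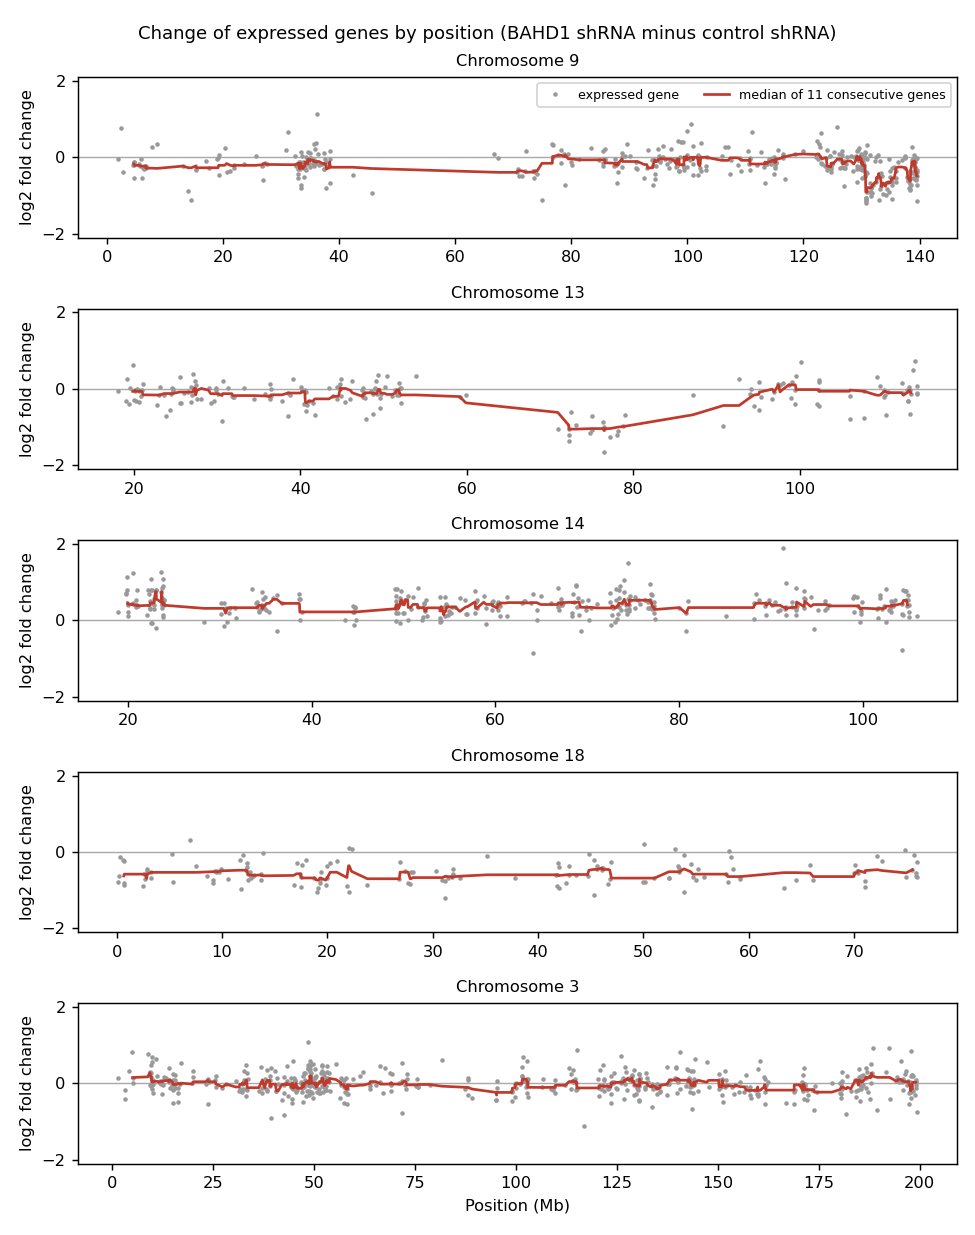
Log2 fold change, BAHD1 shRNA minus control shRNA (vertical axis, drawn between -2 and 2 with values beyond placed at the limit), of expressed genes by position in Mb (horizontal axis) on chromosomes 9, 13, 14 and 18, with chromosome 3 for comparison; grey points are genes and red lines the median of 11 consecutive genes. Chromosome 18 lies below 0 along its length (median -0.58), chromosome 14 above (0.40), chromosomes 9 and 13 drop in part, and chromosome 3 stays near 0 (-0.01).

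Genes that changed lay beside genes that changed the same way. Of 1504 pairs of neighbouring called genes, 1173 (78.0%) moved in the same direction, against 50.02% on average when directions were permuted over the called genes and 54.7% at most. The one-sided permutation p was 1e-04, the smallest that 10000 permutations can give. Genes are not independent replicates, so this p describes these arrays. Directions were permuted across all chromosomes, so shifts of whole chromosomes, such as 14 and 18, raise the share by themselves. The contrast with 50.02% does not measure clustering within a chromosome.

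Part of the X chromosome was lower while genes that escape X inactivation, fixed as a list, lay near 0. Below 100 Mb, a boundary chosen after the values were seen, 160 expressed genes outside the escape list had a median of -0.39 log2 (quartiles -0.62 and -0.12), with 103 lower and 12 higher. The 21 expressed escape genes that the deposited table places on X, all in this part, had a median of -0.01 (quartiles -0.23 and 0.15), with 3 higher and 6 lower. MED14 (0.36) was among those that rose, and CTPS2 (-0.51) and PRKX (-0.42) among those that fell. Above 100 Mb, 164 expressed genes had a median of 0.01, with 31 lower and 30 higher. Over all 25 measured escape genes 5 were higher and 6 lower (7 and 6 adjusted over the list alone; camera adjusted p = 0.796), among them STS (0.64), whose mean signal was under the level called expressed. Relative to neighbours outside the escape list MED14 changed by 0.75, CTPS2 by -0.10 and PRKX by -0.06. Relative to all neighbours, escape genes included, they changed by 0.65, -0.29 and -0.19, and PRKX no longer passed when that subtraction covered all probesets (adjusted p = 0.0847).

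**Figure D4:**
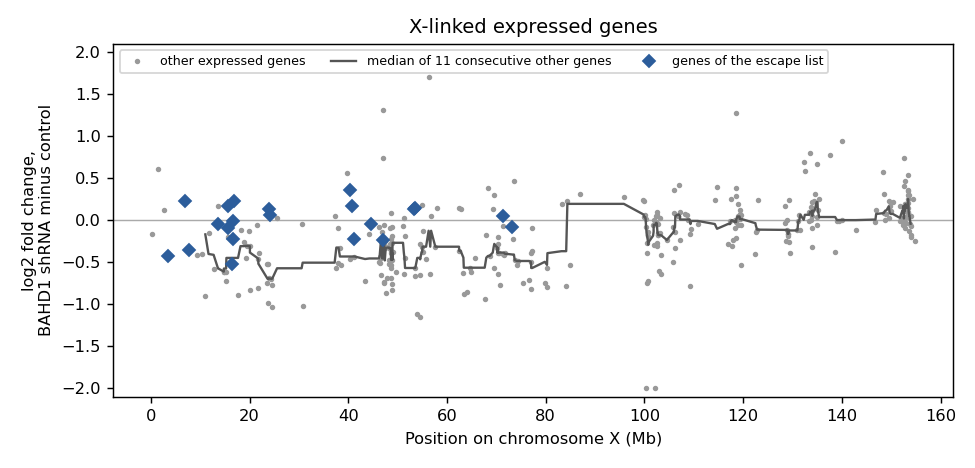
Log2 fold change, BAHD1 shRNA minus control shRNA (vertical axis, drawn between -2 and 2 with values beyond placed at the limit), of expressed X-linked genes by position in Mb (horizontal axis); blue diamonds are genes of the escape list, grey points other genes, and the grey line the median of 11 consecutive other genes. Other genes lie mostly below 0 up to 100 Mb (median -0.39), escape genes lie around -0.01, and genes above 100 Mb around 0.01.

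The authors' deposited table holds their own test of the same comparison. At a Benjamini-Hochberg adjusted p under 0.05, 2887 probesets were higher and 3015 lower with BAHD1 shRNA in the authors' deposited table. Of the probesets called here, 2459 higher and 2517 lower ones were also called, in the same direction, in the authors' deposited table. Both tests used the same arrays. No probeset was called in opposite directions (0), 1148 were called by limma alone and 926 in the authors' deposited table alone. BAHD1 had a median difference of 1.12, control minus BAHD1 shRNA, and an adjusted p of 1.97e-12 in the authors' deposited table.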

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

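The test of the probesets outside the deposited comparison table was chosen after the data were seen. A signal appeared in data outside the comparison: of the 4428 probesets of the value table without annotation there, 8 were higher and 29 lower with BAHD1 shRNA at an adjusted p under 0.05 (limma, adjusted over these probesets). Their median log2 signals were 5.51, 5.68 and 5.61 on the control arrays and 5.23, 5.43 and 5.17 on the BAHD1 shRNA arrays. Of the 28869 probesets tested in the comparison, 21.2% passed. All of those are marked as main in the deposited comparison table, and the files do not say what the other 4428 measure. Whether they are control probesets is not known, so a technical difference between the groups cannot be told apart from a biological one.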

How the results depend on the processing

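The restriction to expressed probesets and both subtractions of a neighbourhood shift were chosen after the data were seen. The lower level of BAHD1 passed in all 12 alternatives run (-1.19 to -0.96 log2; adjusted p 4.18e-05 to 0.00722). The 24 other genes with the largest changes passed in the same direction in each alternative that kept their probeset. A minimum change of 1 log2 left 105 probesets higher and 121 lower, through the stricter threshold itself. With an estimated correlation 0 lists passed, because that correlation widens the spread allowed for a list; the count was 6 to 8 in the other alternatives. Leaving out 1 array gave 2267 to 2575 probesets higher, 2027 to 2647 lower, 8 to 11 chromosomes and 3870 to 4410 calls shared with the authors' deposited table. The replicate block gave 2690 higher and 2690 lower; deviations of arrays with the same number from their group means correlated at 0.111, 0.139 and -0.0138 across probesets, against -0.133 to 0.0276 for different numbers, and 4 of 6 arrays correlated best with their own number; the labels name no pairing. The share of neighbours moving alike was 71.8% to 83.7%, with the smallest permutation p that could be given each time.

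Expressed probesets gave 3046 higher and 3196 lower, and with the neighbourhood shift subtracted 2811 and 2869: 4289 probesets were called both ways in the same direction and 127 in opposite directions, 1826 before and 1264 after subtraction alone. Over all probesets the subtraction gave 3905 and 3325. Some named genes turned too. ELOVL5 (-0.0067), COX5A (-0.10) and XPO5 (-0.041) turned from higher to a negative change that did not pass in both subtractions, as did PCDH9 from lower to 0.0064 with all probesets; the neighbours' shift that was taken away exceeded their own. The small RNA machinery did not pass in expressed probesets alone (adjusted p = 0.0752), and the cause was not tested. The escape list passed after subtraction in expressed probesets (median 0.33, 15 of 22 genes higher and 2 lower, adjusted p = 0.000128; adjusted p = 0.241 with an estimated correlation), where AP1S2 is counted although the deposited table places its probeset on chromosome 17. So did the protocadherins, through the 3 expressed members, all lower (adjusted p = 0.0472; adjusted p = 0.47 with an estimated correlation). The files give no background level, so how far background limits the dim genes is not known.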

Other observations

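The stretches along chromosomes, the annotation terms, the zinc finger and small nucleolar RNA classes and all tests of explanations below were chosen after the results were seen, except the test of shared probes between neighbours, the test of the KRAB genes' place and the other splits of the arrays. Among 475 annotation terms of 15 to 300 genes, 3 passed upward and 0 downward by camera (23 downward at an unadjusted p under 0.05). With an estimated correlation 0 passed (6 at an unadjusted p under 0.05; adjusted p = 0.978 for each of the 3). Genes of translational elongation were higher for 22 and lower for 1 of 81 (adjusted p = 0.0301), and genes of glucose metabolism for 11 and 2 of 33 (0.032). Genes of the MHC class I complex, which presents peptides at the cell surface and is encoded mostly on chromosome 6, were higher for 10 and lower for 0 of 18 (median 0.38, 0.032).

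Small nucleolar RNAs of the C/D class, which guide 2'-O-methylation, had a median of -0.54 over 40 expressed members, with 21 lower and 2 higher. The H/ACA class, which guides pseudouridylation, had a median of -0.10 over 30, with 8 lower and 4 higher. Over all measured members the classes lay closer, at -0.42 for 74 C/D (30 lower, 4 higher) and -0.24 for 60 H/ACA RNAs (18 lower, 4 higher), and the difference between them was not tested. The list's mean signal was 6.09, 6.25 and 6.14 on the control arrays and 5.76, 6.01 and 5.73 on the BAHD1 shRNA arrays. The 60 host genes that contain 82 of these RNAs had a median of 0.03, with 9 higher and 12 lower, and 74.4% of the 82 RNAs lay below their host. No host was found for the rest, which this contrast leaves out. Among them SNORD44, SNORD74, SNORD75, SNORD77, SNORD78 and SNORD79 lie side by side on chromosome 1 (172101114 to 172103511) and changed by -1.26 to -0.82. SNORA68 (0.77) and SNORA22 (0.61), also without a host, rose. RNAs that lie side by side were counted as separate members. Of 16 other expressed short RNAs of at most 400 bases, 3 were lower and 6 higher (-1.01 for RNU11 to 1.14 for RPPH1). The shortest, SCARNA9 and SCARNA9L (70 bases each) and SCARNA17 (83 bases), changed by -0.42, -0.30 and -0.46, and only SCARNA17 passed. RNU5F-1 (116 bases) and RPPH1 (333 bases) rose. Lengths were not matched to the small nucleolar RNAs, so whether RNA length plays a part was not tested.

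Expressed genes formed 20 stretches in which 11 consecutive genes had a median of at least 0.5 log2 from 0, 12 lowered and 8 raised, against at most 2 in 200 shuffled gene orders. The shuffling crossed chromosomes, so a shift of a whole chromosome, such as 18, also yields stretches that shuffled orders lack. The stretches held 535 of 9903 expressed genes (5.40%) and 420 of the 3946 that passed (10.6%). A lowered stretch on chromosome 1 from SNORD79 to RASAL2 (11 genes, median -0.71) holds the adjacent SNORD79, SNORD78, SNORD44, SNORD75 and SNORD74. It cannot be told apart from the fall of these small nucleolar RNAs. The longest covered chromosome 18 from USP14 to ADNP2 (148 expressed genes, median -0.58). Others were the end of chromosome 9 from TBC1D13 to DIPK1B (73 genes, -0.55), chromosome 13 from HNRNPA1L2 to ABCC4 (29 genes, -0.94) and chromosome 14 from COQ6 to ALKBH1 (32 genes, 0.53). On chromosome 19, 121 expressed zinc finger genes had a median of -0.26 (62 lower, 4 higher) and 525 other expressed genes 0.04 (39 lower, 83 higher). On other chromosomes 179 expressed zinc finger genes had a median of -0.08 (48 lower, 25 higher).

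For the runs of neighbouring genes, stretches were found on every other expressed gene and measured on the genes between, in 7 stretches outside chromosomes 19 and X. Of 176 such genes 92.0% moved the way of their stretch, which argues against genes changing without regard to position, and with shared probes and similar neighbours left out 76.7% of 1337 pairs still moved alike (54.9% at most in permutations), which argues against paralogs that share probes. Loss of repression by BAHD1 acting directly would not lower genes, and the lowered stretches had a median of -0.63; for the raised stretches (0.38) a direct effect and any other difference between the lines cannot be told apart, since there is 1 line per shRNA. A copy number difference between the lines is a candidate explanation that stays open. Genes scattered around their stretch median 1.18 times as widely as genes outside (95% bootstrap interval 0.883 to 1.34, and 1.196 over 200 genes when chromosomes 19 and X were still included). The genes outside were not centred on a regional median, and they include shifted chromosomes such as 15 (median 0.31) and 6 (0.24). Such shifts can widen the spread outside and lower the ratio, so the ratio cannot decide. A shift of whole blocks could give it, and so could a regional chromatin change that shifts genes alike. No DNA was measured in these files.

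For the X-linked genes below 100 Mb, loss of a copy would lower escape genes as well. The escape genes' median of -0.0067, with a lower quartile above the other genes' median, is not what a lost copy alone would give. This difference prompted the question and the boundary was chosen with the values in view, so it is no independent test. Partial compensation from inactive copies also stays open. A larger inactive share of this part of X stays open: relative to their neighbours the escape genes were higher by a median of 0.41, with 19 of 21 above them (one-sided permutation p = 0.0015, against random sets of expressed X genes below 100 Mb), but this restates the difference that prompted it and cannot speak for the explanation. Whether either line carries an inactive X was not measured.

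For the KRAB zinc finger genes, the place in shifted stretches was tested by subtracting the shift of neighbours that are not zinc finger genes: the median of the expressed members went from -0.14 to -0.17 (n = 25 genes; camera p = 0.00296 before and 0.000946 after, unadjusted; p = 0.193 and 0.102 with an estimated correlation, so the list passed with the preset correlation alone). The median did not shrink and the quartiles after subtraction were -0.46 and -0.04, which argues against a shift shared with other genes as the whole cause. When zinc finger neighbours were subtracted as well, the list's unadjusted camera p was 0.0289 (n = 25 genes, median -0.08; adjusted p over the lists 0.0899 in expressed probesets and 0.0358 over all probesets; adjusted p = 0.509 with an estimated correlation in expressed probesets), so a shift confined to zinc finger clusters stays open. All 40 measured members have a probeset marked as unique. Members entered only through probesets that carry 1 gene, and only 2999 of all 28869 probesets were marked as cross-hybridizing. The unique marks were therefore likely beforehand and cannot decide whether shared probes play a part. A biological difference between the shRNA lines stays open, untested.

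The 6 arrays can be split into 2 groups of 3 in 10 ways, too few for a share under 0.05. All splits but the real one put arrays of both lines into each group, so the difference between the lines entered their residual spread. This lowers their counts in advance, so the comparison cannot say what chance would give. The real split called 6124 probesets (9281 at an unadjusted p under 0.05, limma) and the highest other split 0 (at most 1395 at an unadjusted p under 0.05). For lists the real split gave 7 and the highest other 4, and for chromosomes 11 and 5. The share of neighbours moving alike was 78.0% in the real split and could not be computed in the others, which called no probesets. For probesets, lists and chromosomes 1 of the 10 splits, the real one, gave a result as large; for the share of neighbours there was no other split to compare.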
